# The effects of MicroRNA transfections on global patterns of gene expression in ovarian cancer cells are functionally coordinated

**DOI:** 10.1186/1755-8794-5-33

**Published:** 2012-08-01

**Authors:** Shubin W Shahab, Lilya V Matyunina, Christopher G Hill, Lijuan Wang, Roman Mezencev, L DeEtte Walker, John F McDonald

## Abstract

**Background:**

MicroRNAs (miRNAs) are a class of small RNAs that have been linked to a number of diseases including cancer. The potential application of miRNAs in the diagnostics and therapeutics of ovarian and other cancers is an area of intense interest. A current challenge is the inability to accurately predict the functional consequences of exogenous modulations in the levels of potentially therapeutic miRNAs.

**Methods:**

In an initial effort to systematically address this issue, we conducted miRNA transfection experiments using two miRNAs (miR-7, miR-128). We monitored the consequent changes in global patterns of gene expression by microarray and quantitative (real-time) polymerase chain reaction. Network analysis of the expression data was used to predict the consequence of each transfection on cellular function and these predictions were experimentally tested.

**Results:**

While ~20% of the changes in expression patterns of hundreds to thousands of genes could be attributed to direct miRNA-mRNA interactions, the majority of the changes are indirect, involving the downstream consequences of miRNA-mediated changes in regulatory gene expression. The changes in gene expression induced by individual miRNAs are functionally coordinated but distinct between the two miRNAs. MiR-7 transfection into ovarian cancer cells induces changes in cell adhesion and other developmental networks previously associated with epithelial-mesenchymal transitions (EMT) and other processes linked with metastasis. In contrast, miR-128 transfection induces changes in cell cycle control and other processes commonly linked with cellular replication.

**Conclusions:**

The functionally coordinated patterns of gene expression displayed by different families of miRNAs have the potential to provide clinicians with a strategy to treat cancers from a systems rather than a single gene perspective.

## Background

MicroRNAs (miRNAs) are a class of small (18–24 nucleotides) regulatory RNAs that are crucial in many cellular processes including development, angiogenesis, cell cycle and cellular migration [1]. These small RNAs are encoded in the genomes of both unicellular [2] and multicellular organisms and typically repress gene expression at the post-transcriptional level [3]. In humans, miRNAs have been shown to repress translation (primarily through degradation of target mRNAs) by interacting with 3’untranslated regions (UTR) in a sequence specific manner [4,5]. In rare instances, miRNAs have also been reported to increase translation [6] and/or transcription [7] of target genes.

There is a large and growing body of evidence that many diseases, including cancer, are associated with changes in cellular miRNA levels [8]. In cancer, levels of specific miRNAs have been reported to be significantly down- or up-regulated in various cancer types indicating that these regulatory RNAs may be operationally defined as either tumor suppressor genes or oncogenes depending upon the cellular context [9]. Based on these findings, the clinical potential of miRNAs as cancer biomarkers and/or therapeutic agents is being actively pursued [10].

A continuing challenge to the effective use of miRNAs in cancer therapy is our limited ability to accurately predict the molecular consequences of exogenous perturbations in cellular levels of miRNAs [11]. The difficulty in anticipating the full molecular consequences of miRNA therapy may be due, in part, to the limitations of *in silico* target prediction algorithms [12] and to the fact that miRNAs can directly and/or indirectly modulate expression levels of multiple genes in addition to the intended target(s) [13].

In an effort to better understand the range of molecular changes potentially associated with miRNA therapy for ovarian cancer, we conducted a series of controlled experiments in which two miRNAs previously implicated in ovarian cancer onset/progression [14] were individually transfected into a well-defined ovarian cancer (HEY) cell line [15], and the consequence on global patterns of gene expression monitored by microarray (Affymetrix HG-U133 Plus 2.0) and quantitative (real-time) polymerase chain reaction (qPCR). Functional predictions derived from the gene expression analyses were experimentally validated. Our results imply that miRNAs may be clinically useful in a systems approach to cancer therapy.

## Results

### Ectopic expression of miR-7 or miR-128 significantly down-regulates EGFR in HEY cells

To assess the biological effectiveness of our transfections, we monitored changes in levels of EGFR, a previously validated target of miR-7 and miR-128 [16,17]. These previous findings are consistent with the fact that the 3’UTR of *EGFR* contains up to four predicted binding sites for miR-7 and two predicted binding sites for miR-128 (Figure 1). Since we previously demonstrated that EGFR is highly expressed in HEY cells [15], we expected levels of EGFR mRNA and protein to be significantly reduced after a successful miR-7 or miR-128 transfection (Additional file 1: Figure S1). Consistent with this expectation, our results demonstrate that over-expression of either miR-7 or miR-128 in HEY cells results in significant down-regulation of EGFR expression (Figure 2).

**Figure 1:**
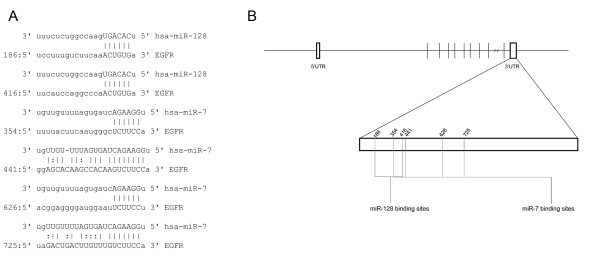
**Predicted miR-7 and miR-128 target sites (miRanda) on *EGFR *(epidermal growth factor receptor gene) 3’UTR (untranslated region).** (**A**) Nucleotide sequences of miR-128 and miR-7 “seed” regions and complementary “target” sequences on the *EGFR* UTR. Vertical lines ( | ) denote Watson-Crick base pairing, while the colon (:) sign denotes wobble between G and U on opposite strands. (**B**) Schematic illustration of the relative location of each target site on the EGFR gene.

**Figure 2:**
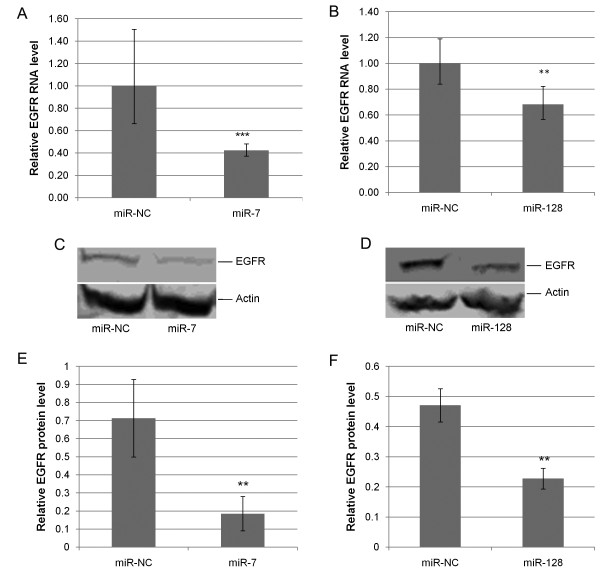
**miRNAs miR-7 and miR-128 down-regulate EGFR in HEY cells.** (**A** &**B**) Histograms showing the average of independent biological repicates of qPCR determined EGFR RNA levels following transfection of miR-7 or miR-NC (**A**), and miR-128 or miR-NC (**B**) in HEY cells using GAPDH as the endogenous control. Statistical analysis for qPCR was carried out using randomization (REST 2008 software) [42] with at least 1000 iterations [Note that the REST Software determines gene 95% confidence intervals for gene expression ratios using a bootstrapping technique without normality or symmetrical distribution assumptions. Thus, the error bars will not necessarily be equal in the plus and minus directions] (*** p <0.001, ** p <0.05); (**C** &**D)** Representative western blots of EGFR protein levels after transfection of miR-7 and miR-NC (**C**) or miR-128 and miR-NC (**D**); (**E** &**F**) Histograms showing average densitometric analyses of independent biological replicates of immunoblots measuring protein levels of EGFR following transfection of miR-7 and miR-NC (**E**) or, miR-128 and miR-NC (**F**). Statistical analysis of immunoblots was carried out using a 2-tailed t-test (** p <0.01).

### miR-7 or miR-128 transfection induces changes in expression of hundreds to thousands of genes

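Affymetrix human genome arrays from HEY ovarian cancer cells were analysed as 3 miR-7 arrays, 2 miR-128 arrays and 3 arrays of a control mimic (miR-NC), all at 25 nM and 48 h. Across probe sets, GCRMA values correlated at 0.997 between the control arrays and at 0.995 between the miR-128 arrays. The first and second miR-7 arrays correlated at 0.994, but miR-7 replicate 3 correlated at only 0.962 and 0.975 with them. The 3'/5' signal ratio of ACTB, a cytoskeletal gene with control probe sets at both ends of its transcript, was 2.59 on the log2 scale on miR-7 replicate 3, against 0.70 and 0.89 on the other miR-7 arrays. Its mean was 1.39 ± 1.04 (SD, n = 3) for miR-7, 1.28 ± 0.15 (n = 2) for miR-128 and 0.89 ± 0.24 (n = 3) for miR-NC, with exact p of 0.6 and 0.2 against miR-NC. For GAPDH, a glycolytic gene, the means were 0.34 ± 0.46, 0.11 ± 0.13 and 0.051 ± 0.017 (exact p = 0.4 and 0.6). A gene was called changed when limma on the GCRMA values gave an adjusted p of at most 0.05 and the PLIER means differed at least 1.4-fold the same way. GCRMA and PLIER values were made separately for each comparison, so the same control arrays differ slightly between them. The array number limits the precision, and with 3 arrays against 3 an exact test cannot go under 0.1.

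**Figure D1:**
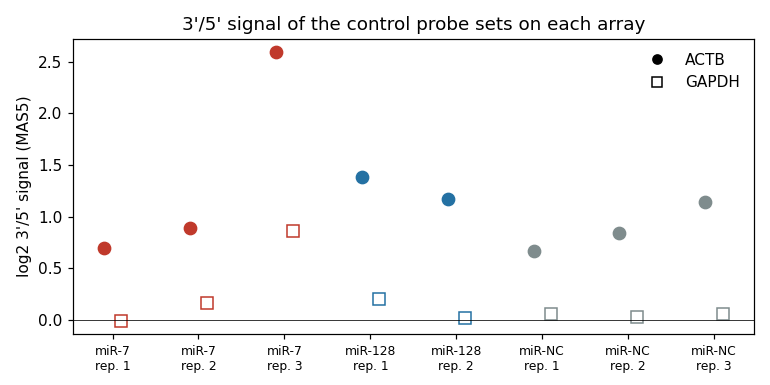
Log2 3'/5' MAS5 signal of ACTB (filled circles) and GAPDH (open squares) on each of the 8 arrays, by group. The ACTB value of miR-7 replicate 3, 2.59, is the highest.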

To study the effect of over-expression of miR-7 or miR-128 on global patterns of gene expression, we isolated total RNA from cells 48 hours after transfection and conducted microarray analysis (HG-U133 Plus 2.0). 

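EGFR, the receptor of epidermal growth factor, had a mean GCRMA level of 13.6 ± 0.23 (log2, SD, n = 3) after miR-7 and 14.3 ± 0.16 (n = 3) after miR-NC, a difference of -0.63 (SE 0.15). After miR-128 it was 14.2 ± 0.015 (n = 2) against 14.5 ± 0.15, a difference of -0.28. Every treated array lay below every control array, with adjusted p of 0.244 and 0.270 in limma and exact p of 0.1 and 0.2. Of 12562 genes tested after miR-7, 6 were called: CHST14, a sulfotransferase gene, rose, and CXCL8, GREM1, CNOT8, PANTR1 and TGFBR2 fell. CXCL8, which encodes the chemokine IL-8, fell by 2.23 (SE 0.12), from 7.36 ± 0.21 to 5.13 ± 0.096, and GREM1, a BMP antagonist gene, fell by 1.99 (SE 0.12), both at adjusted p = 0.049. CNOT8, a subunit gene of the CCR4-NOT deadenylase, fell by 0.90 and TGFBR2, a TGF-beta receptor gene, by 0.63. The long noncoding RNA PANTR1 fell by 0.77, to a treated mean of 2.54, near the floor of the scale. With the replicate number as a block the count is 0, with 1465 genes at an unadjusted p of at most 0.05. Without miR-NC replicate 1, 2 or 3 it is also 0, with 1121, 955 and 894 such genes, while SAM calls 139 with all arrays and limma 90 without miR-7 replicate 3. Without miR-7 replicate 1 limma called 2 genes, 0 of them among the 6, and without replicate 2 it called 3, 1 of them among the 6.
After miR-128, 127 of 12194 genes were called. Without miR-128 replicate 1 or 2 there were 536 and 410, where the single miR-128 array left gives no spread of its own. Without miR-NC replicate 1, 2 or 3 there were 1, 2 and 15. SAM called 1081 genes. With the replicate number as a block limma called 0, with 1717 genes at an unadjusted p of at most 0.05. In that fit miR-NC replicate 3 has no miR-128 partner, and the 2 pairs left hardly measure a spread. A count of 0 there was nearly fixed in advance. Unadjusted, limma gave 1358 genes after miR-7 and 2429 after miR-128, where chance alone would give 628.1 and 609.7. In 100 simulations of unchanged groups over the 11519 genes shared by the comparisons, where 6 and 119 were observed, limma called 2.83 genes on average (0 to 11) for 3 arrays against 3 and 4.79 (0 to 13) for 2 against 3. The miR-7 count of 6 lies inside its simulated range, which leaves out any pairing of the arrays by replicate number. Groups did not overlap for 2094 genes (16.7%, 10% by chance) after miR-7 and 4332 genes (35.5%, 20% by chance) after miR-128.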

The results indicate that transfection of miR-7 induced significant changes in the expression of 754 genes (fold change ≥1.4, FDR ≤5%; Additional file 1: Table S1) and that miR-128 transfection induced significant changes in the expression of 2338 genes (Additional file 1: Table S2), both relative to controls. The number of genes differentially expressed in both experiments was 286 (overlap of the two experiments). 

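No gene was called by limma in both comparisons, a count of 0 among the 12023 genes tested in both, where independent lists would share 0.0634. SAM called 29 genes in both, against 12.5 for independent lists. Of these, 10 fell in both (2.15 for independent lists), among them CXCL8, GREM1, TIMP3, which encodes a metalloproteinase inhibitor, and PTX3, a pentraxin gene. Another 10 rose in both (2.85), among them CHST14 and CCNA1, a cyclin gene. The remaining 9 fell after miR-7 and rose after miR-128 (7.50 for opposite changes), among them IL1B, CCND2 and EPHA4. At an unadjusted p of at most 0.05, limma gave 487 genes in both, 200 higher in both (83.4 for independent lists), 181 opposite (140.6) and the rest lower in both (49.7). Log2 fold changes of the 2 comparisons correlated at 0.154 across genes, which are not independent of each other. Simulated unchanged groups sharing the controls gave 0.182 (0.135 to 0.228), and 0.05 genes called in both (0 to 1). Both comparisons use the same 3 control arrays, which cannot be split, so part of any excess may come from them.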

For miR-7, the majority of the differentially expressed genes (DEGs) were down-regulated (599, ~80%), while for cells transfected with miR-128, most (1624, ~70%) of the DEGs were up-regulated.

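Of the 6 genes called after miR-7, 5 fell and 1 rose, a share lower of 83.3% (exact 95% interval 35.9 to 99.6). Of the 127 called after miR-128, 90 rose and 37 fell, a share higher of 70.9% (62.1 to 78.6). SAM called 97 lower and 42 higher after miR-7 (69.8% lower), and 815 higher and 266 lower after miR-128 (75.4% higher). At an unadjusted p of at most 0.05 in limma, miR-7 gave 735 lower and 623 higher. The median GCRMA fold change over all tested genes was 0 after both, and in PLIER -0.078 after miR-7 and 0.065 after miR-128. The arrays' GCRMA medians differed from those of the controls by -0.13 and 0.14 on average. With each array centred on its median, limma called 33 of 49 lower after miR-7 and 407 of 760 higher after miR-128, a share of 53.6%. Without miR-7 replicate 1, 2 or 3 the counts lower were 0 of 2, 1 of 3 (33.3%) and 54 of 90 (60%). Without miR-128 replicate 1 the share higher was 88.6%, from a single miR-128 array, so the spread there comes from the controls alone.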

### Less than 1% of the miR-7 or miR-128 induced changes in gene expression are the consequence of down-regulation of EGFR

To eliminate the possibility that miRNA induced changes in levels of RNA might simply be explained by the down-regulation of EGFR, we monitored the effect of EGFR siRNA transfection on global changes in levels of RNA and contrasted the results with expression patterns observed after miR-7 or miR-128 expression.

After verifying knock-down of EGFR by siRNA transfection (Additional file 1: Figure S2), we monitored global patterns of gene expression by microarray. Employing identical criteria to that used for the detection of differentially expressed genes after the miRNA transfections (fold change ≥1.4, FDR ≤5%), we found that only eight genes (in addition to *EGFR*) displayed a significant change in levels of RNA (Additional file 1: Table S3). (Note that the majority of regulatory effects associated with EGFR knockdown are expected to operate on the post-transcriptional level and will not be detected by microarray analyses). Only two of these genes (including *EGFR*) are altered in all three transfections. Three of the genes differentially expressed after siRNA transfection are also differentially expressed after miR-7 transfection, only five of the nine are also differentially expressed after miR-128 transfection, and only three were differentially expressed only in the siRNA transfection. These findings indicate that the vast majority of changes in levels of mRNA observed after miR-7 or miR-128 transfection are not merely the consequence of knock-down in EGFR expression.

### Less than 20% of the genes differentially expressed after miR-7 or miR-128 transfection are predicted targets of these miRNAs

A single miRNA can potentially target hundreds of genes [18,19]. To explore the possibility that the global changes in expression patterns observed after miR-7 or miR-128 transfection were the result of direct targeting, we first computed the percentage of the down-regulated genes potentially regulated by miR-7 or miR-128 as predicted by three major target prediction algorithms (miRanda, TargetScan, and PicTar). The results indicate that on average < 20% of the down-regulated genes differentially expressed after miR-7 or miR-128 transfection are direct regulatory targets of these miRNAs (Table 1). For example, of the 599 genes down-regulated after miR-7 transfection, only 194 or 32.4% are predicted to be targets of this miRNA by miRanda. The percentages are lower using targets predicted by the PicTar (6.5%) and TargetScan (10.2%) algorithms.

**Table 1:** Fraction of down-regulated, up-regulated and total differentially expressed genes predicted to be targets of miRNAs

	**miR-7**				**miR-128**			
	**M**	**TS**	**PT**	**AVG**	**M**	**TS**	**PT**	**AVG**
**Down (%)**	32.4	10.2	6.5	16.4	36.0	14.7	9.1	19.9
**Up (%)**	12.3	1.9	0.6	4.9	18.8	3.8	2.6	8.4
**All (%)**	28.2	8.5	5.3	14.0	24.0	7.1	4.6	11.9

Significantly down-regulated (Down), up-regulated (Up) or total differentially expressed genes (All) after miR-7 or miR-128 transfections in HEY cells were searched for targets of the respective miRNAs using miRanda (M), TargetScan (TS) and PicTar (PT) algorithms. The fraction (%) of targets within each group and the average (AVG) of all 3 algorithms are reported in this table.

Although increased levels of miRNAs are generally expected to down-regulate the expression of target genes, there have also been reports of the expression of target genes being increased after miRNA transfection [7]. If we include all genes that are either down-regulated or up-regulated after miR-7 or miR-128 expression, the percentage of predicted targets remains, on average, < 20% (range: 4.6 to 28.2%) (Table 1). We conclude that less than one-fifth of the genes differentially expressed after miR-7 or miR-128 transfection are likely the result of regulatory effects directly exerted by these miRNAs.

### The effect of miR-128 transfection on patterns of gene expression may be partially explained by the de-repression of endogenous miRNA targets

It has been previously proposed that transfection of exogenous miRNA molecules may interfere with endogenous miRNA targeting of mRNAs due to competition for a limited number of RNA-Induced Silencing Complexes (RISC) [20]. According to this model, if endogenous miRNAs are out competed for RISCs by exogenous miRNAs, the targets of the endogenous miRNAs may be expected to be up-regulated. In a pre-transfected cell, endogenous miRNAs with higher expression values are predicted to have a greater likelihood of being in the RISC and, thus, more likely to be affected by introduction of exogenous miRNAs [20,21].

As mentioned above, a majority (~70%) of the 2338 genes displaying significant changes in expression after miR-128 transfection were up-regulated (Additional file 1: Table S2). 

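EGR1, an immediate early transcription factor gene, rose most after miR-128, from 2.32 ± 0.01 (log2, SD, n = 3) to 10.9 ± 0.44 (n = 2), a change of 8.62 (SE 0.22, adjusted p = 0.012 in limma). TNFSF15, a TNF superfamily cytokine gene, rose by 5.09 and TNIP3, an NF-kB inhibitor gene, by 4.57 (SE 0.26), to 9.34 ± 0.19 from 4.77 ± 0.35. NDNF, a secreted neurotrophic factor gene, rose by 4.36, and PTPN22, a phosphatase gene, by 3.70. Rises followed for SLC67A2 (3.55), CALCRL (3.20), a receptor gene, ZCCHC2 (2.90), DTNA (2.87), a dystrobrevin gene, and SEMA3E (2.57), a semaphorin gene. ITGB3, an integrin gene, rose by 2.00 to 10.9 from 8.89. PLIER ratios of the means were 46.5 for EGR1, 7.84 for NDNF, 7.58 for TNIP3 and 6.89 for TNFSF15, another order than in GCRMA. Control values lay under 3, near the floor of GCRMA, on all 3 arrays for EGR1, TNFSF15, NDNF, PTPN22, CALCRL, ZCCHC2 and SEMA3E, so the sizes of these rises are uncertain. Without 1 miR-NC array, EGR1 had adjusted p of 0.0947, 0.0922 and 0.0657.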

We have previously shown that our transfection protocol results in a significant increase in levels of the transfected miRNA (~ 130X) [22]. To determine if the RISC competition model might help explain some of the effects of miR-128 transfection, we sought to determine if the target sequences of miRNAs most highly expressed in pre-transfected HEY cells were significantly enriched in genes up-regulated after miR-128 transfection.

We employed a previously established gene set enrichment analysis algorithm (Genomica; [23]) to identify miRNA target sites enriched in mRNAs up-regulated after miR-128 transfection. The results indicate that target sites of 78 miRNAs are significantly enriched among the 1624 genes up-regulated after miR-128 expression (Additional file 1: Table S4).

To test whether these 78 miRNAs were expressed at higher levels in pre-transfected HEY cells relative to all expressed miRNAs, we measured levels of human miRNAs in pre-transfected HEY cells by microarray (Affymetrix GeneChip miRNA array; Additional file 1: Table S5). Out of 847 human miRNAs present on the chip, 281 were found to be expressed in pre-transfected HEY cells, and out of the 78 miRNAs with target sites enriched among up-regulated genes after miR-128 transfection, 45 were expressed in pre-transfected HEY cells. Figure 3 displays a histogram of log_2_ signal values for all expressed miRNAs (281) and for the subset of miRNAs (45) with target sites significantly enriched in genes/mRNAs up-regulated after miR-128 transfection. The results demonstrate that miRNAs with binding sites significantly enriched in up-regulated genes display a significantly greater fraction of signal values above log_2_ (10) relative to all miRNAs (Mann–Whitney p-value <0.0001) indicating a generally higher level of expression in pre-transfected HEY cells. While these findings are consistent with the hypothesis that at least some of the increased level of gene expression observed after miR-128 transfection may be the indirect effect of the displacement of endogenous miRNAs from the RISC, they do not exclude alternative hypotheses (*e.g.*, see below). In addition, the RISC displacement model does not explain the 714 genes down regulated after miR-128 transfection. 

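SUMF1, the gene of a sulfatase-modifying enzyme, had the largest fall of a called gene after miR-128 in the GCRMA values, from 8.19 ± 0.49 (log2, SD, n = 3) to 3.01 ± 0.40 (n = 2), a change of -5.18 (SE 0.40). TXNIP, which encodes a thioredoxin-binding protein, fell by 4.44 (SE 0.34), from 10.2 ± 0.49 to 5.81 ± 0.09, both at adjusted p = 0.0465 in limma. TMEM107, a ciliary gene, fell by 3.60 and COLEC12, a scavenger receptor gene, by 2.93. SGO1, which protects centromeric cohesion, fell from 9.58 ± 0.13 to 7.58 ± 0.20, and CENPE, a kinetochore motor gene, by 1.54. Falls of ERCC1 (1.98), a DNA repair gene, EPHB1 (1.96), an ephrin receptor gene, ADORA2B (1.71), an adenosine receptor gene, and PRICKLE1 (1.44), a planar polarity gene, complete the 10 largest among called genes whose groups do not overlap. CDKN1C, a cyclin-dependent kinase inhibitor gene, fell by 0.70 and PDK1, a kinase gene of pyruvate metabolism, by 0.94. PLIER gave fold falls of 4.60 for SUMF1 and 4.09 for TXNIP, and a larger one, 5.89, for TMEM107. For the 20 largest rises and falls with CAV1 and IL1B, 17 and 16 of 22 passed without miR-128 replicate 1 or 2, with a single miR-128 array left, and 0, 1 and 1 without miR-NC replicate 1, 2 or 3.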

Nor does it explain the vast majority of the genes differentially expressed after miR-7 transfection.

**Figure 3:**
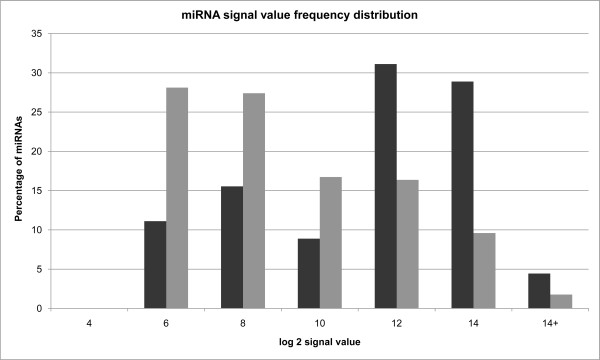
**Endogenous miRNAs that target up-regulated genes are expressed at relatively higher levels in pre-transfected cells.** Frequency distribution of log_2_ signal values for all 281 miRNAs expressed in HEY cells (grey) compared with signal value distribution for 45 miRNAs expressed among those targeting up-regulated genes after miR-128 transfection (black). The bar chart shows that the 45 miRNAs targeting up-regulated genes have a greater frequency of being expressed at log_2_ signal value >10, while most miRNAs frequently have log_2_ (signal value) ≤10 (Mann–Whitney p-value <0.0001). Only miRNAs with at least one “TRUE” detection (Additional file 1 Table S5) call across all samples and with a ‘hsa’- prefix in probeset names were used for plotting the distribution of signal values. Frequency of miRNAs having signal values between log_2_ 4–14 was calculated and plotted using the ‘data analysis’ package in Microsoft Excel.

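CHST14, a dermatan sulfotransferase gene, was the only gene called higher after miR-7. It rose from 2.37 ± 0.059 (log2, SD, n = 3), under 3 and near the GCRMA floor on all 3 control arrays, to 4.87 ± 0.17, by 2.49 (SE 0.098, adjusted p = 0.0285 in limma, PLIER ratio 2.63). TGFB2, a TGF-beta ligand gene, was at 6.99 ± 0.95 against 3.28 ± 0.18 (difference 3.70, adjusted p = 0.113, SAM q = 0.0478). IGFBP3, an insulin-like growth factor binding protein gene, was at 6.86 ± 1.31 against 3.38 ± 0.39 (3.48, adjusted p = 0.208). SPP1, which encodes osteopontin, differed by 2.60 (adjusted p = 0.292), TXNIP by 1.46 (0.269), PMEPA1 by 1.24 (0.208) and DTNA by 1.23 (0.13). CHST14 did not pass without any one of the miR-NC arrays, where the 6 genes called after miR-7 had adjusted p of 0.0877 to 0.198.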

As reported above, only ~20% of differentially expressed genes were up-regulated after miR-7 transfection. When we employed the Genomica gene set enrichment analysis algorithm [23] to identify miRNA target sites enriched in mRNAs up-regulated after miR-7 transfection only 2 miRNAs were found to be significantly enriched among the up-regulated genes (Additional file 1: Table S6). Thus, the RISC displacement model does not explain the up-regulation of genes after miR-7 transfection or the fact that the vast majority of genes were down-regulated after miR-7 transfection. While the reason for this discrepancy is currently unknown, we note that there are several previous reports of relatively little up-regulation of genes after microRNA transfections [4,13,24,25]. Perhaps other indirect effects of miRNA transfections (*e.g*., see below) may override or mask the consequence of the displacement of endogenous miRNAs from RISC or possible variability in the binding affinity of different miRNAs for RISC [26] may modulate the relative effectiveness of miRNA displacement.

### miR-7 or miR-128 transfection may trigger cascades of indirect regulatory changes in gene expression

GeneGo functional and binding interaction network analysis was used to identify genes with the most significant number of interactions (“hub genes”) among genes differentially expressed after miR-7 or miR-128 transfection. miRNA induced changes in the expression level of hub genes are expected to induce subsequent changes in the expression of genes regulated by these hub genes. If these regulated genes include other hub genes, the regulatory “ripple effect” can be significant.

Functional network analysis identified 10 hub genes among those differentially expressed after miR-7 transfection and 61 among genes differentially expressed after miR-128 transfection (FDR <0.05). Many of these hub genes are predicted to be direct targets of miR-7 or miR-128 regulation (Additional file 1: Table S7 and Additional file 1: Table S8). For example, the gene encoding the RELA component of the NF-κB regulatory protein is a predicted target of miR-7 and was significantly down-regulated after miR-7 transfection (Additional file 1: Table S1). 

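RELA, the p65 subunit gene of NF-kB, had a mean GCRMA level of 5.12 ± 0.35 (log2, SD, n = 3) after miR-7 and 6.53 ± 0.31 (n = 3) after miR-NC. The difference was -1.41 (SE 0.25), with adjusted p = 0.16 in limma and a SAM q of 0.053. PLIER gave a fold of 2.08 down. Without miR-7 replicate 3 the difference was -1.59 (adjusted p = 0.0936), and over the arrays left out in turn the adjusted p ran to 0.440. A second RELA probe set sat at the floor of the scale, 2.26 after miR-7 and 2.28 after miR-NC.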

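Among 20 NF-kB target and pathway genes, listed before the values were seen, 17 had lower means after miR-7 and 3 higher, with a median log2 difference of -0.64. As a group they fell in the camera test, which uses a preset correlation of 0.01 between genes (adjusted p = 2.58e-08 over 26 lists). The call is lost with an estimated correlation (adjusted p = 0.0725). That estimate was -0.0016, below the preset 0.01, so correlation between the members does not account for the loss. With an estimate, camera also takes its degrees of freedom from the few arrays rather than the many genes, which by itself raises p. CXCL8, the IL-8 gene, was the only member called over all genes, and 6 fell when adjusted over the list alone, with 5 in SAM. CXCL1, a chemokine gene, differed by -2.05 (adjusted p = 0.0738 in limma) and CXCL2 by -2.04 (0.135). ICAM1, an adhesion molecule gene, differed by -0.59, TNIP1, a ubiquitin-binding inhibitor gene, by -0.75 and SOD2, a mitochondrial dismutase gene, by -0.72. NFKB1, the p105 subunit gene, had a difference of 0.27. The test by rotation (fry) gave adjusted p = 0.00373, and camera without miR-7 replicate 3 gave 8.96e-06. Several members, among them CXCL8, CXCL1, CXCL2, IL1B and PTX3, are also drawn in the paper's hub gene figure, chosen from these same arrays. The list was written with the paper known, so the group test is not wholly independent evidence.

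**Figure D2:**
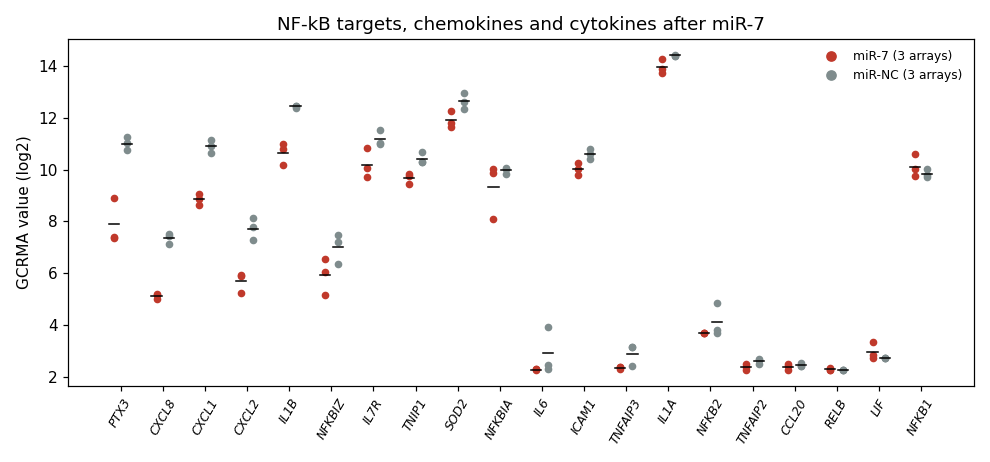
GCRMA log2 values of 20 NF-kB list genes on the 3 miR-7 arrays (red) and 3 miR-NC arrays (grey), with bars at the means. CXCL8, the member called, fell by 2.23.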

Consistent with the hypothesis that down-stream effects of RELA may be contributing to indirect changes in expression levels, we found that a number of the genes differentially expressed after miR-7 transfection are documented targets of NF-κB regulation. Among these is the cytokine IL-1 beta [27] that, in turn, is predicted to regulate genes that were also differentially expressed after miR-7 transfection (Figure 4A, Additional file 1: Table S9).

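IL1B, which encodes interleukin-1 beta, had a mean GCRMA level of 10.7 ± 0.42 (log2, SD, n = 3) after miR-7 and 12.4 ± 0.040 (n = 3) after miR-NC. It differed by -1.78 (SE 0.23), with adjusted p = 0.106 in limma, a SAM q of 0.0404 and a PLIER fold of 2.84 down. All miR-7 values lay below all miR-NC values, and a second probe set differed by -1.84. Without miR-7 replicate 3 the adjusted p was 0.0324. After miR-128, IL1B rose by 0.89, from 12.7 ± 0.05 to 13.6 ± 0.06 (n = 2, adjusted p = 0.0277 in limma). Leaving out each miR-NC array in turn gave adjusted p of 0.124, 0.0984 and 0.0979 for that rise.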

**Figure 4:**
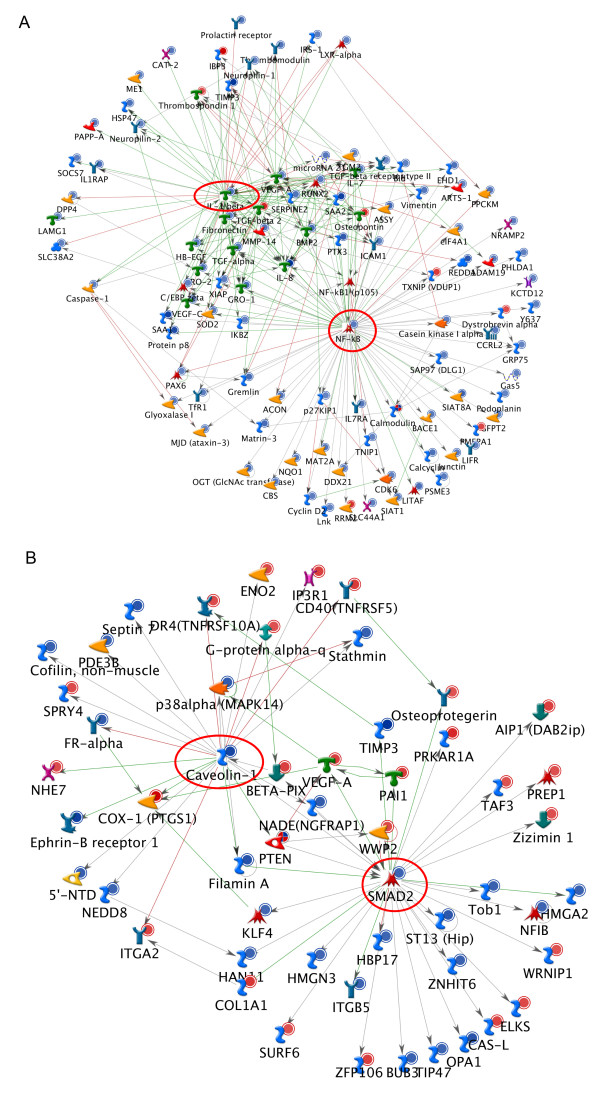
**Examples of how miRNA regulation of hub genes indirectly affect the expression of large numbers of downstream genes.** (**A**) Among genes differentially expressed after miR-7 transfection, *RELA/NF-κB* (circled in red) acts as a hub gene, and is found to target many of the differentially expressed genes. One of these, IL1-beta (circled in red) is significantly down-regulated and targets additional differentially expressed genes, thus, amplifying the effect of NF-κB down-regulation. (**B**) Caveolin-1 (circled in red) is a significantly down-regulated hub gene and a predicted target of miR-128. One of CAV1’s many direct downstream target genes is SMAD2 (also circled in red; regulation shown by arrow/edge pointing from Caveolin-1 to SMAD2), which itself acts as another hub gene. Several downstream targets of SMAD2 are also differentially expressed following miR-128 transfection. Thus by targeting the hub gene CAV1, miR-128 can regulate the non-target hub gene SMAD2 and trigger a ripple effect on the expression of down-stream genes. Key: blue filled circle - significantly down-regulated gene as determined by microarray analysis; red filled circle – significantly up-regulated gene as determined by microarray analysis; green edges: established activating interaction; red edges: established inhibitory interaction; grey edges: predicted interaction of unknown significance.

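Of the genes drawn in the miR-7 panel, 90 were measured, and 85 had a mean difference in the drawn direction (77 of 82 drawn lower and 8 of 8 drawn higher). TGFBR2, CXCL8 and GREM1 were called, 3 of the 90, with 18 in SAM and 10 without miR-7 replicate 3. At an unadjusted p of at most 0.05 in limma, 61 had the drawn direction, and 67 a PLIER fold of at least 1.4. Opposite differences were small: ERAP1 0.34, NFKB1 0.27, CSNK1A1 0.20, PAX6 0.038 and XIAP 0.012. In the miR-128 panel, 44 of 47 measured genes had the drawn direction (23 of 25 lower, 21 of 22 higher). ENO2, a neuronal enolase gene, NEDD9, a scaffold gene of focal adhesions, CAV1 and EPHB1 were called, 4 of the 47. ENO2 rose by 1.04 and NEDD9 by 1.45 (adjusted p = 0.0365 and 0.0204 in limma). SAM called 19, and 30 reached an unadjusted p of at most 0.05 in the drawn direction. The exceptions were HMGA2 (0.62, drawn lower), WWP2 (-0.25, drawn higher) and SMAD2. The study chose the genes drawn from these same arrays, so their shared directions are not independent evidence.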

Similar changes in patterns of gene expression were observed after miR-128 transfection. For example, Caveolin-1 (CAV1) is a negative regulator of the Ras-p42/44 MAP kinase cascade [28]. 

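CAV1, which encodes caveolin-1, fell after miR-128 from 14.2 ± 0.027 (log2, SD, n = 3) to 13.0 ± 0.023 (n = 2), a change of -1.15 (SE 0.022, adjusted p = 0.012 in limma). The PLIER ratio was 0.52. A second probe set differed by -1.74, with adjusted p = 0.165 over all probe sets. Without miR-NC replicate 1, 2 or 3 the adjusted p of CAV1 was 0.0851, 0.0547 and 0.0536. After miR-7 its difference was -0.46 (adjusted p = 0.08, SAM q = 0.0395).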

Levels of CAV1 were significantly reduced after miR-128 transfection and down-stream targets of CAV1 were among those genes significantly differentially expressed (Additional file 1: Table S10 and Additional file 1: Table S2). Among the CAV1 regulated genes displaying significant changes in expression after miR-128 transfection is another hub gene, the transcription factor SMAD2 [29]. 

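SMAD2, a TGF-beta signal transducer gene, had mean GCRMA levels of 12.9 ± 0.014 (log2, SD, n = 2) after miR-128 and 12.9 ± 0.11 (n = 3) after miR-NC. They differed by 0.02 (adjusted p = 0.976 in limma). Its weaker probe sets differed by -0.15, -0.77, -0.86 and -1.32, where the lowest adjusted p over all probe sets was 0.386. Another lay near the floor of the scale, at 2.51 in both groups.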

Genes known to be trans-regulated by SMAD2 were also differentially expressed after miR-128 transfection (Figure 4B, Additional file 1: Table S10). Collectively, our results are consistent with the hypothesis that a major fraction of the changes in expression induced after miR-7 or miR-128 transfection are likely the indirect or down-stream consequences of changes in hub gene expression.

### miR-7 and miR-128 transfection modulates changes in the expression of genes involved in distinct developmental and cell cycle related pathways

Our results indicate that the direct and indirect effects of miR-7 and miR-128 transfection on global patterns of gene expression are quite distinct. 

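The direct comparison of the miR-7 and miR-128 arrays in log2 MAS5 values found 362 of 12733 genes different in limma, 137 higher and 225 lower after miR-7. Of these, 315 (87.0%) had effects of opposite sign against miR-NC, a share that the selection for a difference favours, against 44.8% of all tested genes. TXNIP was higher after miR-7 by 3.31 (SE 0.29), with means of 11.6 after miR-7, 8.24 after miR-128 and 10.5 after miR-NC. TNFSF15 differed by -4.46 (SE 0.34), the long noncoding RNA CHRM3-AS2 by -5.09 (SE 0.40) and ALOX5AP, a leukotriene pathway gene, by -2.51, all at adjusted p = 0.00654. CHRM3-AS2, with means of 0.61 after miR-7 and 5.71 after miR-128, and TNFSF15 after miR-7, at 4.42, lie below their arrays' median signals, as does EGR1 after miR-7 (6.00 ± 1.42, n = 3), so the sizes of these differences are uncertain. ICAM1 was at 10.4, 12.2 and 11.1 (adjusted p = 0.0143), and IL1B at 10.9, 12.9 and 12.3 (0.0170). EGR1 differed by -5.78, with 11.8 after miR-128 and 6.23 after miR-NC, and TGFB2 by 2.37 (8.91, 6.54 and 7.51). With the replicate number as a block 58 genes passed, 52 of them among the 362, and TGFB2 did not (adjusted p = 0.0524 in limma). Without the intensity filter 9 passed. Leaving out miR-7 replicate 1, 2 or 3 gave 145, 49 and 1366. Without miR-NC replicate 1, 2 or 3 the count was 104, 31 and 90. Leaving out either miR-128 array leaves a single one in that group, with no spread of its own, and nearly all of the calls were then lost. The paper states that the effects of the miRNAs are distinct, and gives the small number of genes in common before turning to pathways.

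**Figure D3:**
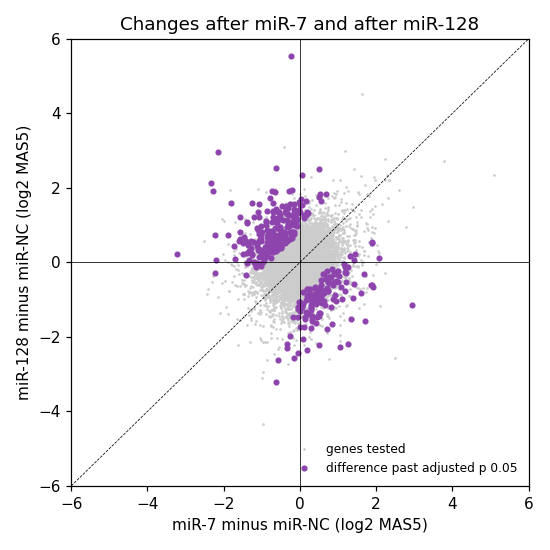
Each gene's miR-7 minus miR-NC difference (x) and miR-128 minus miR-NC difference (y) in log2 MAS5, with all tested genes in grey, those past adjusted p 0.05 in the direct comparison in purple, and a dashed line at equal changes. The 362 purple genes were selected for this difference, which by itself places them off the line.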

Only 286 genes were in common among the 754 genes differentially expressed after miR-7 transfection and the 2338 genes differentially expressed after miR-128 transfection. To evaluate the potential functional significance of the genes uniquely differentially expressed after either miR-7 or miR-128 transfection, we subjected the gene expression data to GeneGo pathway enrichment analysis.

The results of our functional pathway analysis indicate that genes differentially expressed after miR-7 transfection are significantly over-represented in 91 functional pathways (Figure 5A, Additional file 1: Table S11). 

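The adhesion and matrix list is a textbook group, not the paper's pathway map. It holds no chemokine genes, which stand in the NF-kB list. Of 37 cell adhesion and matrix genes after miR-7, 18 had higher and 18 lower means, with a median of 0, and none was called (0 by limma over all genes). As a group they had adjusted p = 0.399 in camera, which tests a shift in one direction. The rotation test for change in either direction (limma's fry) gave an unadjusted p of 4.85e-06 for this list, 0.280 for the mesenchymal and 0.233 for the epithelial genes. It sets a list against no change, not against other genes. Within the list alone, 1 rose and 5 fell, and SAM called 2 lower, with 11 at an unadjusted p of at most 0.05. TIMP3 differed by -2.58 (adjusted p = 0.0561), MMP14, a membrane metalloproteinase gene, by -1.24, LAMB3, a laminin chain gene, by -0.65 and PTK2, the focal adhesion kinase gene, by -0.52. LAMA5 differed by 0.55, ITGB1, an integrin gene, by -0.14 and CD44, a hyaluronan receptor gene, by 0.05. Of 17 mesenchymal genes 8 were higher and 9 lower (median -0.11, adjusted p = 0.300), with 0.0274 without miR-7 replicate 3. SNAI2, a repressor gene of epithelial programmes, differed by -0.82, LOX, a collagen crosslinking gene, by -0.73, AXL by -0.51, FN1 by -0.20 and VIM by -0.11. The 13 epithelial genes had 3 higher and 5 lower (adjusted p = 0.859), with OCLN, a tight junction gene, at 0.58.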

The 20 most significantly over-represented pathways are listed in Table 2A and include cell adhesion and other pathways associated with epithelial-mesenchymal transition (EMT). We found that genes differentially expressed after miR-128 transfection are over-represented in 231 pathways (Figure 5B, Additional file 1: Table S12). The 20 most significantly over-represented pathways listed in Table 2B include a variety of pathways associated with cell cycle control.

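Of 41 kinetochore and chromosome segregation genes after miR-128, 34 had lower and 5 higher means (median -0.62), and the group fell in camera (adjusted p = 9.38e-10, and adjusted p = 0.286 with an estimated correlation). SGO1 and CENPE were the 2 called over all genes, and 13 fell within the list alone, with 11 lower in SAM. Mitotic entry genes fell as a group (15 of 19 lower, median -0.35, adjusted p = 2.23e-07, and 0.286 with an estimated correlation), with 10 lower within the list alone and CDC25B, a phosphatase gene that activates CDK1, at -1.43. Spindle genes fell too (25 of 33 lower, median -0.42, adjusted p = 2.45e-07, and again 0.286), 12 of them within the list alone. KIF15 differed by -2.33, KIF11 by -0.97 and KIF18A by -0.86, all kinesin motor genes. DNA replication genes fell as a group (28 of 42 lower, median -0.17, adjusted p = 5.30e-04, and adjusted p = 0.531 with an estimated correlation and 0.10 in fry). TPX2, a spindle assembly gene, differed by -0.42 (adjusted p = 0.0336 in limma), under the 1.4-fold limit. After miR-7, DNA replication genes rose as a group (32 of 42 higher, median 0.24, adjusted p = 8.97e-05), with adjusted p = 0.398 with an estimated correlation and 0.206 in fry. Kinetochore genes had adjusted p = 0.357, mitotic entry 0.113 and spindle 0.0690.

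**Figure D4:**
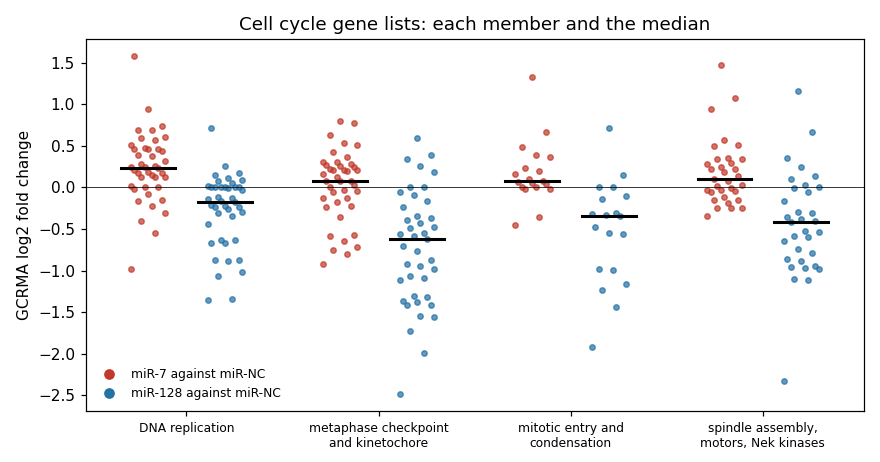
GCRMA log2 fold change of each member of 4 cell cycle lists after miR-7 (red) and miR-128 (blue), with bars at the medians. Kinetochore genes have a median of -0.62 after miR-128 and 0.080 after miR-7.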

**Figure 5:**
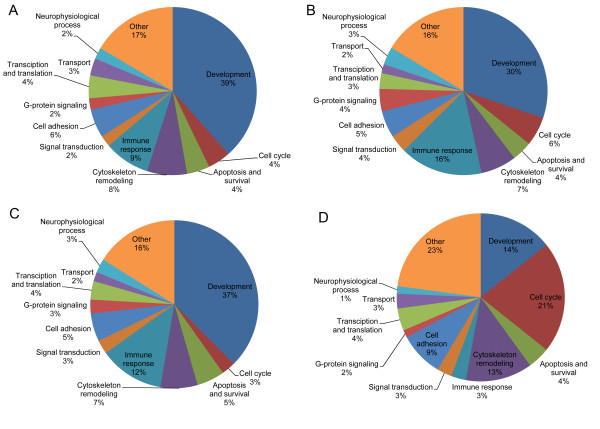
**Genes differentially expressed after miR-7 or miR-128 transfection display distinct pathway signatures.** The majority of pathways enriched (FDR <0.05) among (**A**) differentially expressed genes after miR-7 transfection, (**B**) differentially expressed genes after miR-128 transfection are related to development. Cell cycle, cytoskeleton remodeling, apoptosis and signal transduction pathways are also enriched and may signify cancer specific processes. Distribution of groups of pathways enriched among (**C**) down-regulated genes after miR-7 transfection or (**D**) down-regulated genes after miR-128 transfection indicate that pathways involved in development are the largest fraction of enriched pathways for miR-7 while genes down-regulated by miR-128 are enriched for pathways involved in cell cycle regulation revealing a distinct pathway signature for each miRNA.

**Table 2:** Twenty most significantly enriched (FDR < 0.05) GeneGo pathways among differentially expressed genes after miR-7 (A) or miR-128 (B) transfection into HEY cells

**A.**	
**Pathways enriched among miR-7 modulated genes**	**p-value**
Cell adhesion_Chemokines and adhesion	1.31E-07
Cell cycle_Regulation of G1/S transition (part 1)	8.68E-07
Cell adhesion_Ephrin signaling	3.96E-06
Development_EGFR signaling pathway	1.02E-05
Development_ERBB-family signaling	1.13E-05
Development_WNT signaling pathway. Part 1. Degradation of beta-catenin in the absence WNT signaling	1.42E-05
Development_VEGF-family signaling	1.68E-05
**Cytoskeleton remodeling_Cytoskeleton remodeling**	3.13E-05
**Neurophysiological process_Receptor-mediated axon growth repulsion**	3.43E-05
Proteolysis_Putative ubiquitin pathway	3.44E-05
Development_TGF-beta-dependent induction of EMT via RhoA, PI3K and ILK.	4.05E-05
Cell adhesion_Plasmin signaling	4.85E-05
Development_TGF-beta-dependent induction of EMT via SMADs	4.85E-05
Transport_RAB5A regulation pathway	5.75E-05
**Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling**	7.29E-05
Cell cycle_Regulation of G1/S transition (part 2)	7.30E-05
Apoptosis and survival_HTR1A signaling	7.54E-05
Development_Regulation of epithelial-to-mesenchymal transition (EMT)	7.67E-05
Translation _Regulation of EIF2 activity	1.01E-04
Cell adhesion_ECM remodeling	1.01E-04
**B.**	
**Pathways enriched among miR-128 modulated genes**	**p-value**
Cell cycle_The metaphase checkpoint	1.01E-11
**Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling**	1.29E-09
Cell cycle_Role of Nek in cell cycle regulation	1.77E-09
Transport_Clathrin-coated vesicle cycle	4.15E-09
Cell cycle_Initiation of mitosis	4.37E-09
Immune response_Histamine H1 receptor signaling in immune response	1.78E-07
Cell cycle_Role of APC in cell cycle regulation	1.79E-07
Cell cycle_Spindle assembly and chromosome separation	2.75E-07
**Cytoskeleton remodeling_Cytoskeleton remodeling**	2.98E-07
Proteolysis_Role of Parkin in the Ubiquitin-Proteasomal Pathway	3.68E-07
Cytoskeleton remodeling_Neurofilaments	6.14E-07
Cell cycle_Chromosome condensation in prometaphase	8.18E-07
Immune response_Gastrin in inflammatory response	1.85E-06
**Neurophysiological process_Receptor-mediated axon growth repulsion**	2.69E-06
Translation_Non-genomic (rapid) action of Androgen Receptor	3.55E-06
Development_PIP3 signaling in cardiac myocytes	4.80E-06
Cytoskeleton remodeling_Role of Activin A in cytoskeleton remodeling	5.34E-06
Apoptosis and survival_Apoptotic Activin A signaling	5.76E-06
Apoptosis and survival_BAD phosphorylation	6.54E-06
Immune response_Fc epsilon RI pathway	7.40E-06

The pathways that are enriched among differentially expressed genes after both miR-7 and miR-128 transfection are highlighted in bold.

Of the 252 pathways (not additive due to overlap) significantly over-represented among genes differentially expressed after miR-7 or miR-128 transfection, only 71 pathways were found to overlap (including the EGFR pathway). Among the 20 most significantly enriched pathways only 3 overlapped. Among genes down-regulated following miR-7 transfection most pathways are involved in development (cell adhesion, various signaling pathways, *etc.*), while among those down-regulated following miR-128 transfection most pathways are involved in cell cycle regulation (Figure 5C and 5D, Additional file 1: Table S13 and Additional file 1: Table S14) [Note a similar analysis of up-regulated genes revealed only 1 pathway enriched for miR-7 and 70 pathways enriched for miR-128 (Additional file 1: Table S15 and Additional file 1: 1S16)].

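After miR-7, TGF-beta pathway genes had 11 higher and 11 lower of 24 (median 0, adjusted p = 0.702 in camera), with TGFBR2 called lower. Ephrin genes had 2 higher and 5 lower of 10 (adjusted p = 0.344), with EPHB1, a receptor gene of neighbouring cells' ephrins, at -1.89 and EPHA4 at -1.52. EGFR and ERBB pathway genes had 13 higher and 10 lower of 24 (adjusted p = 0.483), with HBEGF, an EGFR ligand gene, at -1.37 and PIK3CB, a PI3 kinase gene, at -0.94. G1/S genes had adjusted p = 0.501 after miR-7 (12 higher and 15 lower of 28), where CCND2, a G1 cyclin gene, differed by -1.36. Anaphase-promoting complex genes were at 0.817, actin genes at 0.702 and clathrin genes at 0.859. After miR-128 the G1/S list had 0.569 (13 higher and 12 lower of 27), TGF-beta 0.782, ephrin 0.975, EGFR and ERBB 0.707, the anaphase-promoting complex 0.644, actin 0.339 and clathrin 0.995. CDKN1C was the one G1/S gene called lower there. Adhesion genes after miR-128 had 21 higher and 16 lower of 37 (adjusted p = 0.975), with ITGB3 called higher, and mesenchymal genes 12 and 5 of 17 (0.265), with COL1A1, a collagen gene, at 2.29. The NF-kB list had adjusted p = 0.674 after miR-128 (10 higher and 8 lower of 20), with NFKBIA, an inhibitor gene of NF-kB, at 1.27, and the epithelial list 0.782. These tests are of a shift in one direction. For change in either direction after miR-7, limma's fry gave unadjusted p of 1.41e-05 for TGF-beta, 4.36e-04 for G1/S and 0.00120 for ephrin, and 0.337 to 0.490 for EGFR and ERBB, the anaphase-promoting complex, actin and clathrin. After miR-128 it gave 6.32e-05 for ephrin, 1.44e-04 for the adhesion and mesenchymal lists, 1.77e-04 for NF-kB, 2.00e-04 for actin, 2.62e-04 for G1/S and 2.78e-04 for the anaphase-promoting complex. EGFR and ERBB had 7.89e-04, TGF-beta 0.00742, clathrin 0.00759 and the epithelial list 0.0363. Measured this way, 8 of 26 lists after miR-7 and 25 of 26 after miR-128 were at most 0.05.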

### Experimental assays of cell adhesion and cell cycle control in miR-7 and miR-128 transfected cells are consistent with predictions from the gene expression analyses

In an effort to experimentally test the validity of the computationally predicted consequences of miRNA transfection on cell function, we conducted assays to monitor the relative changes in cell adhesion and in cell cycle control in HEY cells transfected with miR-7 and miR-128, respectively.

The results of the cell adhesion assays are presented in Figure 6A and demonstrate a significant increase in cell adhesiveness in miR-7 transfected cells relative to negative controls. In contrast, no significant difference in adhesiveness was observed between miR-128 transfected cells relative to negative controls. These findings are consistent with the computational prediction that genes differentially expressed after miR-7 transfection will be most significantly enriched for genes involved in cell adhesion (p = 1.31×10^-7^, Table 2A). Also consistent with the results, genes differentially expressed after miR-128 transfection were not computationally predicted to be enriched for genes involved in cell adhesion (Table 2B).

**Figure 6:**
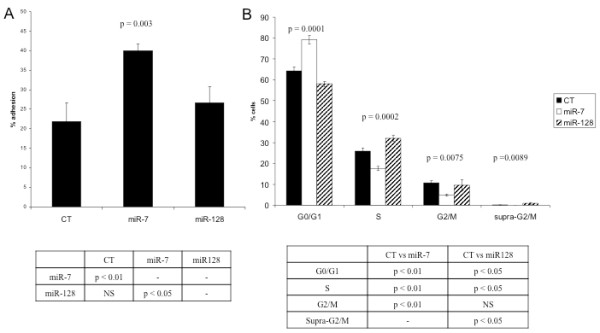
**Experimental validation that miR-7 transfection induces changes in cell adhesion while miR-128 transfection induces changes in cell cycle control.** (**A**) Percent adhesion for miR-7, miR-128 and negative control (CT) transfected Hey cells to basement membrane extract (BME). Cells were labeled with 2 μM Calcein AM for 1 hour and 20,000 labeled cells were seeded in BME coated 96-well plate. Each assay was carried out in triplicate for an adhesion period of 1 hour and 30 minutes. The results demonstrate a significant increase in cell adhesiveness in miR-7 transfected cells relative to negative controls. No significant difference in adhesiveness was observed between miR-128 transfected cells relative to negative controls. Each column represents the mean of three individual experiments. Error Bars = standard deviation. (**B**) Distribution of miR-7, miR-128 and negative control (CT) transfected Hey cells in specific phases of the cell cycle. MiR-7-transfected cells display a significant increase in the proportion of cells in G0/G1 and a significant decrease in the proportion of cells in the S and G2/M stages of the cell cycle relative to controls. Cells transfected with miR-128 display a significant decrease in the proportion of cells in the G0/G1 and an increase in the proportion of cells in S phase of cell cycle relative to controls. (P-values were determined by ANOVA for each phase of cell cycle for 3 separate transfections. Error bars = standard deviation).

Flow cytometry was used to monitor the proportion of cells in various stages of the cell cycle. The results presented in Figure 6B and Additional file 1: Figure S3 demonstrate that significant differences were detected among miR-7, miR-128 and control miRNA-transfected cells for each stage of the cell cycle. miR-7-transfected cells displayed a significant increase in the proportion of cells in G0/G1 and a significant decrease in the proportion of cells in the S and G2/M stages of the cell cycle relative to controls. This finding is consistent with the computational prediction that genes differentially expressed after miR-7 transfection are enriched for genes involved in “Cell cycle_Regulation of G1/S transition” (p = 8.68×10^-7^, Table 2A). In contrast, cells transfected with miR-128 displayed a significant decrease in the proportion of cells in the G0/G1 and an increase in the proportion of cells in S phase of cell cycle relative to controls. A higher proportion of miR-128 transfected cells in the supra-G2/M phase of the cell cycle may be indicative of incomplete chromosomal segregation due to alterations at the mitotic/metaphase checkpoint. These observations are consistent with the prediction that genes differentially expressed after miR-128 transfection are enriched for genes involved in “Cell cycle: The metaphase checkpoint” (p = 1.01×10^-11^, Table 2B) and “Cell cycle_Spindle assembly and chromosome separation” (p = 2.75×10^-7^, Table 2B).

In general, our experimental studies are consistent with the computational analysis of our microarray data indicating that miR-7 and miR-128 transfection modulates changes in the expression of genes predominately involved in distinct regulatory pathways.

## Discussion

Although the role of miRNAs and other non-coding RNAs in the regulation of cellular function is only beginning to be understood, the diagnostic and therapeutic potential of these regulatory RNAs is already widely recognized and accepted [30]. Indeed, a number of pre-clinical trials of miRNAs are currently in progress [10]. The initial results of these studies appear to be generally supportive of the potential utility of miRNAs in the early diagnosis of cancer [31,32], but significant questions remain with respect to their potential therapeutic value.

One of the challenges to the therapeutic use of miRNAs is technical in nature and deals with the problems of packaging and delivering miRNAs to cancer cells. Significant progress has been made in this area in recent years and all indications are that these technical challenges are not insurmountable [33,34]. The second challenge is more scientific in nature and centers around our current inability to precisely predict the molecular consequences of modulating miRNA levels on cell function. While the exogenous administration of miRNAs (or “antagomirs”) have been shown to be capable of effectively regulating targeted oncogenes and tumor suppressor genes in specific cellular contexts [30], the indirect effects of perturbing miRNA levels remains difficult to predict. Since this molecular unpredictability could translate into clinically unanticipated side-effects, it may significantly mitigate the intended therapeutic benefits [11]. It is generally agreed that increased therapeutic predictability of miRNAs and other regulatory RNAs will require a better understanding of the processes underlying the molecular function of these molecules *in vivo*[11].

In an initial effort to systematically dissect the molecular consequences of exogenously modulating levels of miRNA in ovarian cancer cells, we transfected two distinct human miRNAs, miR-7 and miR-128, into a well-characterized ovarian cancer cell line and monitored the consequent changes on endogenous levels of gene expression. These specific miRNAs were chosen because modulations in their levels of expression have both been previously correlated with ovarian cancer onset/progression [14].

We found that transfection of miR-7 and miR-128 resulted in significant changes in expression of hundreds to thousands of genes. Consistent with the fact that miR-7 is predicted to target fewer genes than miR-128 (using miRanda, TargetScan or PicTar), we found that the number of genes differentially expressed after miR-7 transfection was substantially less (approximately one-third) than that after miR-128 transfection. To determine if the large number of genes differentially expressed after the miRNA transfections were likely due to the direct regulatory action of the miRNAs, we computed the proportions of differentially expressed genes that are direct targets of miR-7 or miR-128 regulation as predicted by three different target prediction algorithms. On average, the proportion of differentially expressed genes predicted to be directly regulated by either miRNA was less than one-fifth indicating that most of the changes in gene expression induced by the miRNA transfections are indirect.

One recently described model to account for indirect effects of miRNA transfection postulates that transfected miRNAs may out-compete endogenous miRNAs for available RISCs [20] and consequently lead to up-regulation of targets of these endogenous miRNAs. This model may be relevant with respect to our miR-128 transfection experiment where the majority (70%) of differentially expressed genes displayed a significant increase in gene expression.

Consistent with the predictions of the RISC-competition model, we found that ~60% of the mRNAs enriched for binding sites of those miRNAs most highly expressed in pre-transfected HEY cells were significantly over-represented among mRNAs up-regulated after miR-128 transfection. While these results do not exclude alternative explanations, they are consistent with the hypothesis that at least some of the genes displaying increased expression after miR-128 transfection may be explained by the RISC-competition model. The model does not explain the >700 genes down regulated after miR-128 transfection or the fact that the vast majority of genes differentially expressed after miR-7 transfection were down-regulated. It is also not immediately apparent why the changes in global patterns of gene expression induced by the displacement of endogenous miRNAs should be functionally coordinated.

Perhaps the most commonly observed mechanism underlying coordinated changes in global patterns of gene expression involves the modulation of centralized or “hub” regulatory genes [35]. Hub genes have the potential to exert control on suites of downstream genes thereby inducing cascades of regulatory changes in patterns of gene expression [36]. Network analyses revealed that a substantial number of genes differentially expressed after miR-7 or miR-128 transfection are regulatory hubs capable of controlling many of the down-stream genes that were differentially expressed after miR-7 and miR-128 transfection. These findings indicate that miRNAs can both directly and indirectly induce changes in cellular regulatory networks.

In general, our experiments demonstrate that exogenous expression of miRNAs in ovarian cancer cells induces regulatory changes far in excess of those on the predicted targets. From the clinical perspective, this begs the question as to whether miRNAs are appropriate agents for ovarian cancer therapy. Clearly, if the clinical intent is to precisely silence a specific gene and if the collateral indirect effects induced by miRNAs are counter-therapeutic, the answer would be “no”. However, it is important to keep in mind that miRNAs have been evolving as essential components of the eukaryotic regulatory system for millions of years. Thus, the network of regulatory effects exerted by miRNAs is unlikely to be random and indeed may eventually provide clinicians with a strategy to treat ovarian cancer cells from a systems rather than a single gene perspective.

Our pathway enrichment analysis of the pathways most significantly affected by miR-7 and miR-128 transfection predicts a significant difference in the functional consequence of exogenous perturbations in levels of these two miRNAs. The pathways most significantly affected by miR-7 transfection are predicted to be involved with G1/S-phase cell cycle control as well as cell adhesion and other developmental networks previously associated with epithelial-mesenchymal transitions (EMT) and other processes linked with metastasis [37]. In contrast, the pathways most significantly affected by miR-128 transfection are more focused on mitotic-phase cell cycle control and other processes commonly linked with cellular replication [38]. Experimental analyses of cell adhesion and cell cycle control of cells transfected by miR-7 and miR-128 respectively were found to be remarkably consistent with these computational predictions. Although both sets of functions are generally characteristic of ovarian cancer cells, particular pathways may be relatively more important in particular tumors.

The therapeutic impact of individual miRNA treatments will ultimately be evaluated at the clinical level. However, the more we can learn about the processes underlying functional specialization of different families of miRNAs in experimentally controlled conditions, the better positioned we will be to interpret the significance of changes of these regulatory RNAs in individual tumors and to rationally select specific miRNAs for possible use in targeted cancer therapy.

## Conclusions

In summary, we have determined that the transfection of miRNAs into ovarian cancer cells results in changes in global patterns of gene expression. We have additionally shown that these changes in the expression are not random but can be explained, in large measure, by molecular models derived from our current understanding of miRNA function. Clearly, additional studies will be required to further evaluate the validity of these and other explanatory models in various classes of ovarian and other types of cancer cells and other families of miRNAs. Nevertheless, the results of our present studies indicate that while the molecular regulatory mechanisms underlying miRNA functions *in vivo* are extremely complex, they are not intractable. Validated models that can be used today to retrospectively explain the impact of exogenously expressed miRNAs, may be used in the future to prospectively design optimal system-wide strategies for the effective treatment of ovarian and other types of cancer.

## Methods

### Cell culture and siRNA/miRNA transfection

HEY cells were provided (July, 2005) by Gordon B. Mills (University of Texas, M. D. Anderson Cancer Center), freshly recovered from liquid nitrogen (<6 months) and were cultured according to methods described in [15]. Briefly, the cells (1.5 × 10^5^/well) were seeded on six-well plates in RPMI 1640 (Mediatech, Manassas, VA) supplemented with 10% v/v heat-inactivated fetal calf serum (Invitrogen, Carlsbad, CA), 2 mM L-glutamine (Mediatech), 10 mM HEPES buffer (Mediatech), penicillin (100 U/mL), and streptomycin (100 μg/mL) and allowed to adhere overnight at 37°C in a 5% CO_2_ atmosphere. The following day after washing with PBS and replacing the growth medium with reduced-serum Opti-MEM (Invitrogen), cells were transfected with hsa-miR-7 miRIDIAN mimic (cat # C-300546), hsa-miR-128 miRIDIAN mimic (cat # C-300597), miRIDIAN miRNA mimic negative control #1 (*C. elegans* miRNA cel-miR-67, with minimal sequence identity in humans, cat # CN-001000)), ON-TARGET *plus* siRNA EGFR (cat # L-003114), ON-TARGET *plus* siRNA RELA (cat # L-003533) or ON-TARGET *plus* non-targeting siRNA negative control (siNC) (cat # D-001810) (Thermo Fisher Scientific, Lafayette, CO) using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions at a final concentration of 25nM (or left untransfected for naïve cells). All transfections were carried out in duplicates or triplicates. The cells were incubated with the transfection medium for 4 hours, washed and allowed to grow in growth medium (RPMI 1640) for 44 hours before RNA/protein isolation. Transfection efficiency was estimated from the relative knock-down of EGFR for miR-7 and the EGFR siRNA, and from the knock-down of BMI1 for miR-128 based on the manufacturer’s recommendations for siRNA/miRNA (Thermo Fisher Scientific).

### RNA isolation and whole genome microarray

Total RNA was isolated using the RNeasy Mini RNA isolation kit (QIAGEN, Valencia, CA). The integrity of the RNA was verified using an Agilent 2100 Bioanalyzer (1.8-2.0; Agilent Technologies, Palo Alto, CA). mRNAs were converted to double stranded (ds)-cDNA and amplified using Applause 3’-Amp System (NuGen, San Carlos, CA). This cDNA was fragmented and biotin labeled using the Encode Biotin Module (NuGen), hybridized to Affymetrix HG-U133 Plus 2.0 oligonucleotide arrays and analyzed with a GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA).

### RNA isolation and miRNA microarray

Total RNA was isolated from two independent samples of pre-transfected (naïve) HEY cells using the mirVana miRNA isolation kit according to the manufacturer's instructions (Applied Biosystems, Foster City, CA). The quantity and size of small RNAs was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies). Small RNAs were labeled with Genisphere FlashTag HSR Biotin RNA labeling kit (Genisphere, Hatfield, PA) followed by hybridization with GeneChip miRNA Array chips (Affymetrix) according to the manufacturer's instructions. The chips were washed and then scanned with a GeneChip Scanner 3000 (Affymetrix). Microarray analyses were performed on 3 independent replicates of negative control transfected cell samples (miR-NC), 3 independent replicates of miR-7 transfected cell samples and 2 independent replicates of miR-128 transfected cell samples. Raw data in the form of CEL files were produced by the Affymetrix GeneChip Operating System (GCOS) software.

### Quantitative (real-time) PCR (qPCR)

Total RNA (1–5 μg) extracted from cells was converted to cDNA using the Superscript III First Strand Synthesis System (Invitrogen). cDNA was then purified using the Qiagen PCR purification kit following the manufacturer’s instructions. qPCR experiments were carried out for the *EGFR, BMI1* and *GAPDH* genes using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA). The sequence specific primers used for qPCR are as described in [39] for *EGFR* and in [40] for *GAPDH*. The sequences of the *BMI1* primers were as follows, BMI1-forward: ACTTCATTGATGCCACAACC, BMI1-reverse: CAGAAGGATGAGCTGCATAA, and were obtained from the qPCR primer database RTPrimerDB [41]. All reactions were optimized with non-template controls, and -RT (no reverse transcriptase) controls prior to experiment.

All qPCR reactions were carried out using at least 3 technical replicates and 3 biological replicates on the CFX96 Real Time PCR detection system (Bio-Rad). Expression values were normalized to the endogenous control GAPDH. Relative fold change of target RNA level between transfection groups was determined by the ΔΔCt method. Statistical significance was determined using the pair-wise fixed reallocation randomization test in the Relative Expression Software Tool (REST 2008; [42]).

### Cell cycle assays

Hey cells were transfected with miR-7, miR-128 or negative control miRNA in 3 independent transfection experiments, and the distribution of the transfected cells in various phases of the cell cycle was determined by flow cytometry based on cellular DNA content as previously described [43]. Equal numbers of transfected cells were used for DNA staining and FACS analysis (2 x10^6^ cells for each independent experiment). DNA content histograms were deconvoluted using the Watson Pragmatic model implemented in FlowJo 7.6 software (Tree Star Inc., Ashland, OR). Each assay was performed 3 times with independently transfected cells. Statistical significance of differences among proportions of cells in specific phases of the cell cycle was tested by ANOVA followed by Tukey’s Multiple Comparison post-test (p < 0.05).

### Cell adhesion assay

Cell adhesion assays were performed using the CultreCoat BME 96 Well Cell Adhesion Assay Kit (Trevigen, Gaithersburg, MD) according to the manufacturer's instructions. Briefly, basement membrane extract (BME) coated 96-well plates were rehydrated for two hours. Hey cells transfected with miR-7 or with negative control miRNA were labeled with 2 μM Calcein AM for 1 hour and then harvested and washed once with PBS. Cells were suspended in adhesion buffer to a density of 200,000 cells/ml. 100 μl of suspended cells were added to triplicate wells and incubated at 37°C for 1 hour and 30 minutes. Fluorescence was read at 485 nm excitation/520 emission (Total RFU). Cells were washed twice with wash buffer and fluorescence read again (RFU after wash). Percent adhesion was computed as (RFU after wash - background) / (Total RFU - background) × 100.

### Immunoblotting

Immunoblotting for EGFR and β-Actin was performed as described previously [44] with the following modifications. The blots were incubated for 2 hours with goat anti-rabbit IgG (1:2000) linked to fluorescein (FITC), or for 1 hour with donkey antimouse IgG (1:5000) linked to phycoerythrin (PE) secondary antibodies at room temperature (Southern Biotech, Birmingham, AL; primary anti-EGFR antibodies are described in [44]). Bands were visualized using a Typhoon 9400 Imager (GE Healthcare, Piscataway, NJ) followed by densitometric analysis using the ImageQuant TL Software (GE Healthcare).

### Microarray data analysis

miRNA microarray data were analyzed using miRNA QC Tool software (Version 1.0.33.0; Affymetrix). Probesets with “FALSE” call in all samples were removed prior to statistical analysis.

mRNA microarray data were analyzed using the Expression Console software (Affymetrix) and Bioconductor tools [45] written in the R statistical programming language (http://www.r-project.org). Normalization was performed using MAS 5.0, PLIER (Expression Console) and GCRMA (R). The log_2_ transformed expression values from MAS 5.0 were analyzed for Affymetrix “Present/Absent” calls using Spotfire DecisionSite for Microarray Analysis (DSMA). Probesets with “Absent” call in all samples were removed from analysis. Average probeset intensities for each group was calculated based on the log_2_ transformed values from PLIER and then filtered with DSMA to include only those probesets with a fold change ≥ 1.4. The false discovery rate (FDR) for each probeset was calculated from the log_2_-transformed values after GCRMA normalization using the SAM algorithm [46]. Differentially expressed probesets were identified using a threshold 5% FDR correction, a fold change ≥ 1.4 and at least “Present/Marginal” call in one sample. These three different filtering approaches were used based on previous recommendations [47] and the combination of all three was used to achieve the most stringent filtering.

All microarray data are MIAME compliant and have been submitted to GEO under the accession nos. GSE29126 and GSE27431.

### Pathway enrichment analysis, identification of hub genes and network building

After identification of DEGs, Pathway Maps analyses were carried out using GeneGo (http://www.GeneGo.com/) gene ontology software. Hub genes were identified using the GeneGo interactome analyses with the ‘Significant interactions within sets’ algorithm. In all cases significance was based on FDR ≤ 0.05. Networks were built using functional and binding interactions unless transcriptional regulation is specified.

### miRNA target download

The miRNA targets predictions based on miRanda, TargetScan and PicTar were downloaded from http://www.microrna.org (August 2010 release) [48,49], http://www.targetscan.org[19] and from http://www.pictar.org[18] respectively. “Good” mirSVR score refers to miRNA targets with < −0.1 score, and “non-good” mirSVR score refers to targets with > −0.1 score obtained from the support vector regression algorithm mirSVR, available with miRanda predictions from http://www.microrna.org.

### miRNA target enrichment analysis among up-regulated genes

Gene set enrichment analysis for predicted miRNA targets among up-regulated genes was carried out using the web interface of Genomica (http://genomica.weizmann.ac.il/, accessed July 7, 2010) [23] using default settings. Probeset IDs of up-regulated genes were uploaded onto the Genomica server for analysis and enrichment was performed against the ‘Human MicroRNA RNA’ gene set with FDR ≤ 0.05. When only a miRNA family is identified (without specifying the identity of the paralog) all members of the family were considered (*e.g*., hsa-miR-146a and hsa-miR-146b were both considered when Genomica identified hsa-miR-146).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SWS and JFM conceived of the study, participated in its design and coordination, analysis and interpretation of the data, and drafted the manuscript. LVM carried out the microarray experiments. CGH assisted in analysis of the microarray data. LW conducted and analyzed the results of the cell adhesion experiments. RM conducted and analyzed the results of the cell cycle experiments. LDW assisted in coordination of the study and contributed to the drafting of the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/5/33/prepub

## Supplementary Material

Additional file 1 **Figure S1.** Confirmation of successful miR-128 transfection into HEY cells. **Figure S2.** Confirmation of EGFR down-regulation by siRNA. **Figure S3.** Deconvolution of DNA content histograms for Hey cells .**Table S1.** Differentially expressed genes in miR-7 transfected HEY cells. **Table S2.** Differentially expressed genes in miR-128 transfected HEY cells. **Table S3.** Differentially expressed genes in siRNA transfected HEY cells. **Table S4.** miRNA target enrichment analysis for up-regulated genes after miR-128 transfection. **Table S5.** Microarray expression levels of pre-transfected HEY cell miRNAs. **Table S6.** miRNA target enrichment analysis for up-regulated genes following miR-7 transfection. **Table S7.** Hub genes and their targets affected by miR-7 in HEY cells. **Table S8.** Hub genes and their targets affected by miR-128 in HEY cells. **Table S9.** Differentially expressed genes that are targeted by NF-κB or IL-1 Beta. **Table S10.** Direct downstream targets of Caveolin-1 and SMAD2. **Table S11.** GeneGo pathway maps following miR-7 transfection into HEY cells. **Table S12.** GeneGo pathway maps following miR-128 transfection into HEY cells. **Table S13.** GeneGo pathway maps for down-regulated genes following miR-7 transfection into HEY cells. **Table S14.** GeneGo pathway maps for down-regulated genes following miR-128 transfection into HEY cells. **Table S15.** GeneGo pathway maps for up-regulated genes following miR-7 transfection into HEY cells. **Table S16.** GeneGo pathway maps for up-regulated genes following miR-128 transfection into HEY cells. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

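HEY ovarian cancer cells transfected with 25 nM of miR-7, miR-128 or a control mimic (miR-NC) were measured after 48 h on 8 Affymetrix human genome arrays: 3 miR-7, 2 miR-128 and 3 miR-NC. The deposited table has 30 columns, which are the same 8 arrays summarised in 3 ways. The authors' MAS 5.0 columns (8) hold linear intensity, each array scaled on its own. The authors' PLIER columns (11) hold linear intensity, summarised separately for the miR-7 and miR-128 comparisons. The authors' GCRMA columns (11) hold log2 expression, normalized separately for the same comparisons. The miR-NC arrays therefore appear in each of the PLIER and GCRMA tables with slightly different values. Raw scans, detection calls and the paper's supplementary tables were not used here.

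The paper states that transfections were done in duplicate or triplicate and calls the arrays independent replicates of transfected cell samples. The p-values measure the spread between these arrays, and extend no further than the cultures they came from. The number of arrays limits the precision, and so does the spread that miR-7 replicate 3 adds.

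Of 54675 probe sets, 62 controls were left out. A single gene symbol was listed for 41091 (41037 of them with an identifier in the RefSeq gene table), several for 1801 and none for 11721. Those with a single symbol cover 19775 genes. A probe set was kept when its MAS5 signal reached its array's median on at least 1 compared array, a rule that stands in for the paper's Present calls. Each gene was then represented by its kept probe set with the highest mean GCRMA value. This left 12562 genes for miR-7 and 12194 for miR-128. MAS5 medians ran from 66.9 to 81.1, and PLIER medians from 52.4 to 57.8 in the miR-7 table and from 71.8 to 75.3 in the miR-128 table. GCRMA values lay under 3 for 61.5 to 63.2% of probe sets on each array, and 3541 and 3366 tested genes had a mean under 3.

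Each miRNA was compared with miR-NC by moderated t-tests on the GCRMA values (limma 3.58.1, R 4.3.3), adjusted after Benjamini and Hochberg. A gene was called changed at an adjusted p of at most 0.05 when its mean log2 PLIER values differed at least 1.4-fold in the same direction. At the adjusted p alone, 7 and 165 genes passed. The paper used SAM on GCRMA values with the PLIER fold. SAM was run as an alternative over all 20 and 10 relabelings of the arrays, with q at most 0.05 and fitted s0 values of 3.93e-08 and 2.15e-08, practically no fudge factor. Exact p-values come from all splits of the arrays. The 26 gene lists were fixed before the values were examined and tested with camera (preset correlation 0.01), adjusted over the lists. They are textbook groups, not the paper's GeneGo maps. Run with an estimated correlation, camera takes its degrees of freedom from the arrays, not the genes. With so few arrays its p then rises even without correlation. The direct comparison of miR-7 and miR-128 used limma on log2 MAS5 values of all 8 arrays, the only summary shared by all of them. Signals under 1 were set to 1 before the log.

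Genes are named by a fixed rule: those the paper names or draws in its hub gene figure, the 10 largest rises and falls among called genes whose groups do not overlap, and up to 3 called members of each list, or else the 2 with the highest mean. A few genes outside the rule are named for illustration, chosen after their values were seen.

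Replicate numbers were checked once for pairing. Residuals of miR-7 and miR-NC arrays of the same number correlated at 0.375, 0.230 and 0.441, those of miR-128 at -0.272 and 0.019. For miR-7 the numbers may therefore mark a shared batch, and a fit with the number as a block was run beside the main one. For miR-128 the highest correlations were with control arrays of another number (0.314 and 0.272), but the check cannot decide there. The deviations of its 2 arrays from their mean mirror each other. Their correlations with any control array therefore have opposite signs, as with miR-NC replicate 3 (0.314 and -0.314).

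The calls were tested on simulated data with 100 changed genes per size, as many rises as falls. Simulated values could not go below the GCRMA floor, so falls planted near it were cut short and could be missed. Limma called 26 and 47% of miR-7 genes with log2 changes of 1 and 2, and 49 and 51% for miR-128. False calls were 5 of 78 and 11 of 111. SAM called 10 and 12%, and 20 and 12%, with 0 false of 22 and 32. Among genes with a mean above 3, limma called 23 and 67%, and 38 and 81%. The planned seed-site tests were left out, since no 3' UTR sequences were at hand. Groups of 2 or 3 arrays are too small to test for outliers, and no array was removed from the main comparisons. Alternatives to each choice were listed before the values were examined, and others were added later. Random steps used the seed 20260.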

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

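The MAS5 test of EGR1, the limit of its comparison to immediate early genes with a mean above 3, and the test of other splits for the gene count were written after the result was seen.

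EGR1 was higher after miR-128 by a log2 change of 8.62, an observation the paper's text does not discuss. The ACTB 3'/5' log2 ratio of 2.59 on miR-7 replicate 3 is another, as is the median of -0.80 for unfolded protein and integrated stress response genes after miR-7. Between the miRNAs, the direct comparison drew attention to 362 genes, among them TNFSF15 (-4.46), CHRM3-AS2 (-5.09) and TXNIP (3.31), because they differ between the groups. CHRM3-AS2 in each group and TNFSF15 after miR-7 lie below the median signal of the arrays, so the sizes of their differences are uncertain.

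miR-7 replicate 3 stands apart from the other arrays in its correlations and its ACTB ratio. A weaker miR-7 effect in it is argued against by a ratio of 1.16 (0.719 to 1.39 over 54 genes) between its median change and that of the other miR-7 arrays, -1.40 against -1.21. These genes were chosen against the same control arrays, so noise in the controls may add to the change of miR-7 replicate 3. Partial degradation of its RNA is not ruled out here, and what sets this array apart stays open. It may have differed in handling or RNA quality, and without it 90 genes were called after miR-7.

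EGR1 rose after miR-128. Of 9 other immediate early genes only 4 had a mean above 3, with a median log2 difference of 0.22 (SD 0.65). ATF3 was highest at 1.01 and DUSP1 differed by -0.59, so these 4 did not rise together. FOS, FOSB and JUNB lay near the GCRMA floor, and were higher by 0.82, 1.07 and 0.20 in PLIER. Handling that raises such genes together is therefore not excluded. The EGR1 MAS5 change of 5.54 argues against a product of GCRMA's floor. Whether miR-128 acts on EGR1 directly stays open.

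Whether fold changes of the 2 comparisons go together across genes beyond their shared controls cannot be told. Their covariance of 0.0401 lies above the highest simulated value, 0.0219, but it grows with the size of the changes. The correlation of 0.154 lies inside its simulated range (0.135 to 0.228), and 55.3% of genes had the same sign, below the lowest simulation (60.3%).

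For miR-7, the real split of its arrays and the controls gave 6 genes (highest other 0) and 6 gene lists (highest other 3), so 1 of 10 splits had as many of each. If the replicate numbers pair these arrays, then among the 4 splits that part every pair the highest others are also 0 and 3. So few splits cannot give a share under 0.05.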

How the results depend on the processing

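Array weights, trend, robust, mean above 3 and the q-value variants were added after the result was seen, as were SAM on other values and the pairs of choices. The other alternatives were set before the data were examined, and the cause of a shift was not tested.

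For miR-7, 6 genes became 139 with SAM, 0 with PLIER values (1533 unadjusted), 1 with MAS5, 0 without the MAS5 filter (1261 unadjusted), 15 at the 75th percentile, 12 with any probe set, 4 at fold 2, 49 centred and 0 blocked. Leaving out an array gave 0 to 90. The added ones gave 16 with a mean above 3, 2 with trend, 1 robust, 525 with array weights (not converged), 264, 537 and 2 with SAM on all probe sets, PLIER and MAS5, 475 and 799 at q 0.1 and 0.2, and without replicate 3 754 on PLIER and about 1.1e+02 (53 of them lower) on GCRMA. The share lower was 0% for MAS5, SAM on MAS5 and robust, and 0 to 60% without an array.

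For miR-128, 127 became 1081 with SAM, 1674 with PLIER, 184 with MAS5, 26 unfiltered, 637 at the 75th percentile, 62 at fold 2, 166 with any probe set, 760 centred and 0 blocked (1717 unadjusted). Whether its replicate numbers mark pairs cannot be told. The blocked fit rests on 2 pairs, too few to measure the spread, so its count of 0 tells little. Leaving out an array gave 1 to 536, the highest with a single miR-128 array. The added ones gave 507 with a mean above 3, 242 with trend, 90 robust and 59 with array weights. SAM gave 1497 on all probe sets, 2180 on PLIER, 616 on MAS5, and 1607 and 1684 at q 0.1 and 0.2. The share higher moved to 61.4 (MAS5), 84.6 (unfiltered), 82.3 (fold 2), 53.6 (centred), 81.4 (weights), 79.2 (SAM on PLIER) and 73.3 to 100 without an array.

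Genes in both: SAM 29, 75th percentile 4, any probe set 2, centred 14, leave-one-out 0 to 5. The added ones gave 4 with a mean above 3, 8 with array weights, 76, 150 and 1 with SAM on all probe sets, PLIER and MAS5, 122 and 202 at q 0.1 and 0.2, and without miR-7 replicate 3 22 on PLIER and 6 on GCRMA, both against the main 127 for miR-128. Lists past: 0 and 0 with an estimated correlation, and with fry 3 for miR-7 and 11 for miR-128, against 6 and 8 in the main test. The direct difference was 9 unfiltered, 58 blocked and 31 to 1366 without a miR-7 or miR-NC array. With a single miR-128 array left, nearly all of its calls were lost. EGFR after miR-7 was -0.56 with array weights and 1.09 (SE 1.11) on another probe set. That one is weak and variable, at 4.15 ± 1.98 after miR-7 and 3.05 after miR-NC. After miR-128 EGFR was 0 on 1 probe set, constant at the floor. SMAD2 after miR-128 changed sign with MAS5 (-0.0068), centred (-0.11), blocked (-0.034) and without miR-NC replicate 3 (-0.034), and was 0.071 without replicate 2.

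Planned and not run: seed sites, for want of 3' UTRs, and the direct difference on PLIER, whose control columns differ between tables.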

Differences from the paper's values

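The settings that come near the paper's counts, except where planned, and the test for change in either direction were chosen after the result was seen.

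The main comparison called 6 genes after miR-7 (the paper's 754), 127 after miR-128 (the paper's 2338) and 0 in both (the paper's 286). After miR-7 5 were lower (the paper's 599), and after miR-128 90 were higher (the paper's 1624) and 37 lower (the paper's 714). The shares, 83.3% lower and 70.9% higher, are near the paper's 80% and 70%. The EGFR ratio after miR-7 was 0.644 on the arrays, against about 0.42 in Fig. 2, read by eye, which is a qPCR level relative to GAPDH. Whether the qPCR replicates were those on the arrays is not stated. After miR-128 the ratio was 0.821 on the arrays, against about 0.68 in Fig. 2.

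Of the settings listed before the data were examined, PLIER values for test and fold came near the paper's miR-128 counts (1674 changed, 1170 higher, 504 lower). None of them did so for the miR-7 counts or the overlap. SAM with the paper's thresholds, on the probe set representing each gene, gave 139, 1081 and 29. EGFR after miR-7, at 0.644 in the main comparison against about 0.42, moved little without miR-7 replicate 1 (0.602) or miR-NC replicate 2 (0.611). On 5 other probe sets the ratio was 0.444 to 0.621, where 0.444 and 0.534 came from weak ones. The rest gave 0.758 to 2.14.

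Among settings chosen after seeing the values, PLIER values without miR-7 replicate 3 called 754, 485 of them lower, with 45 of 90 genes of the hub gene figure's miR-7 panel not called. It combines 2 choices. SAM on all probe sets, nearer to the paper's test of each probe set, called 264 and 1497, with 76 in both. It left 58 of 90 and 13 of 47 not called. SAM on PLIER values called 537 and 2180 (45 of 90 and 23 of 47 not called). Array weights called 525 (48 of 90 not called). SAM at q 0.2 called 799 and 1684, with 202 in both (32 of 90 and 20 of 47 not called), and at q 0.1 1607 after miR-128 (20 of 47). Main calls left out 87 of 90 and 43 of 47.

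RELA, called lower by the paper, had adjusted p = 0.16. IL1B after miR-7 had 0.106, and passed with SAM, with centred arrays and without miR-7 replicate 3. SMAD2 after miR-128 passed in none of the settings in which it was followed, all of them on its strongest probe set. Weaker probe sets at -0.86 and -1.32 lay past the 1.4-fold limit in PLIER (both -0.67 in log2). Their adjusted p in limma over all probe sets was 0.517 and 0.386. Its other weaker probe sets did not reach that limit. Adhesion and mesenchymal lists did not pass for miR-7 as a shift in one direction, except the mesenchymal one without replicate 3 (0.0274). For change in either direction the adhesion list had an unadjusted p of 4.85e-06 in limma's fry. These lists are textbook groups, not the paper's pathway maps. The paper's top miR-7 pathways also include G1/S, ephrin, EGFR, ERBB and TGF-beta ones, and its top miR-128 pathways no G1/S one. After miR-7 the G1/S, ephrin, EGFR with ERBB, and TGF-beta lists had adjusted p of 0.501, 0.344, 0.483 and 0.702 in camera. Their unadjusted p in fry was 4.36e-04, 0.00120, 0.460 and 1.41e-05. CAV1 fell after miR-128, as in the paper. Kinetochore, mitotic entry, spindle and DNA replication lists fell there too, but not with an estimated correlation (0.286 and 0.531), and the G1/S (0.569) and anaphase-promoting complex (0.644) lists did not pass as a shift in one direction. For change in either direction, unlike the paper's enrichment not set against other genes, fry gave them 2.62e-04 and 2.78e-04. The cause of these differences was not tested.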

Other observations

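Unfolded protein and integrated stress response genes fell as a group after miR-7 (18 of 20 lower, adjusted p = 2.58e-08 in camera, and adjusted p = 0.166 with an estimated correlation). None was called (0 in limma over all genes, 2 within the list alone, 2 in SAM, 11 unadjusted). PSAT1, a serine synthesis gene, differed by -1.57, ASNS, the asparagine synthetase gene, by -1.64 and CHAC1, a glutathione-degrading enzyme gene, by -1.13. HSPA5, a chaperone gene, differed by -0.15. After miR-128 the same list rose (17 of 20 higher, adjusted p = 0.00435, and adjusted p = 0.483 with an estimated correlation and 0.0894 on MAS5 values), with 4 within the list alone and DNAJB9, a chaperone gene, at 2.71. Interferon genes fell as a group after miR-7 (16 of 20 lower, adjusted p = 0.0104, and 0.398 with an estimated correlation and 0.136 with fry) and rose after miR-128 (16 of 22 higher, 0.0413, and 0.483), with 5 within the list alone. GBP1, a guanylate-binding protein gene, was at -1.95 and 2.12, and IFI44 at -1.65 and 2.98.

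Hypoxia genes fell as a group after miR-7 (12 of 15 lower, adjusted p = 0.0262, and 0.398 with an estimated correlation), with NDRG1 at -2.83, HK2, a glycolytic kinase gene, at -1.54 and VEGFA at -0.91. Their adjusted p was 0.0636 without miR-7 replicate 3, 0.0679 on PLIER values, 0.0951 on MAS5 values and 0.180 with fry. After miR-128 it was 0.339. Targets of miR-7 reported earlier fell as a group (9 of 13 lower, median -0.63, adjusted p = 0.00198, and 0.166 with an estimated correlation). Without miR-7 replicate 3 their median was -0.36 (adjusted p = 0.0120). They include PIK3CD (-1.79), KLF4 (-1.76) and IRS1 (-1.28). After miR-128 they had 0.569. Targets of miR-128 fell after miR-128 (13 of 17 lower, median -0.28, adjusted p = 0.00469, and 0.286), with ABCA1, a cholesterol transporter gene, at -2.23 and JAG1 at 1.69, and after miR-7 had 0.384. miRNA processing genes rose after miR-128 (9 of 12 higher, 0.0485, and 0.431 with an estimated correlation), with TNRC6A, a silencing complex gene, at 0.89. On PLIER values the adjusted p of that list was 0.0630. After miR-7 it had 0.715.

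The remaining lists did not pass in the main test. Cholesterol synthesis genes had adjusted p of 0.450 and 0.782 after miR-7 and miR-128, p53 targets 0.255 and 0.307, fibroblast markers 0.272 and 0.136, blood markers 0.702 and 0.923, and endothelial or mesothelial markers 0.424 and 0.782. Fibroblast markers (3 tested) had 0.0182 on PLIER values after miR-7. In fry after miR-128, fibroblast markers and p53 targets had adjusted p of 0.0307, hypoxia genes 0.0399 and mesenchymal genes 0.0429. In total 6 lists passed after miR-7 (1 higher, 5 lower) and 8 after miR-128 (3 higher, 5 lower) of 26, and 0 and 0 with an estimated correlation. Some lists lost this way had estimates below the preset 0.01: -0.010 for targets of miR-7 after miR-7, -0.059 for miRNA processing after miR-128. Others had higher ones, such as 0.144 for DNA replication after miR-7. Correlation between members therefore does not account for every loss. The fewer degrees of freedom of that form also raise p, so a loss there does not show correlation between members.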
